A study of Danio rerio with 20 samples. Its data were reported in "IRF4 drives clonal evolution and lineage choice in a zebrafish model of T-cell lymphoma" (2022).

How the data were processed

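Single-cell RNA was measured with the 10x system in 20 libraries, each from mCherry-positive cells sorted from 1 zebrafish. The labels give 5 groups: 1 control fish, 5 preleukemic, 3 early and 6 late fish with the IRF4 transgene, and 5 late fish with the transgene and a heterozygous p53 mutation, called p53 fish here. The fish was the replicate in every test. Fish are named by group and replicate number, so that late 4 is replicate 4 of the late group. The deposited matrices hold raw UMI counts, which the authors made with Cell Ranger and STAR on the GRCz11 assembly with mCherry, human IRF4 and T-cell receptor sequences added. The deposited barcode and feature lists hold names (other text) and no values. They name 25657 features, of which 42 are gamma receptor transcripts joined from V, J and C parts. Their sum is called trgc here, and because only joined transcripts count, its share of cells may be too low.

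Library totals ran from 10033786 to 62265433 UMIs. Barcodes with over 500 genes and at least 1 mCherry UMI were kept, and doublets were removed with Scrublet in scanpy 1.11.5 at its automatic threshold. That threshold marked between 0 and 0.86% of the barcodes of a library, so this step has not worked as a doublet filter. Of 109946 barcodes 84075 had over 500 genes and 76528 were kept. Deeper cells pass a gate of 1 UMI more often, so shares of cells were taken after thinning each cell to 1000 UMIs, which left out 851 cells with fewer. Intervals and limits cover counting error only.

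The study's rules for single cells were applied, with 1 UMI as positive. They were applied to all kept cells, while the study first selected T- and B-cell clusters in its control fish. DN-gate cells had a UMI of bcl11ba, themis, lat, lck, rag1 or rag2 and none of cd4-1, cd8a or the myeloid genes lyz, mpx, c1qa, c1qb, c1qc and marco. DP-gate cells had a UMI of bcl11ba, themis, lat or lck and of both cd4-1 and cd8a, while 4SP and 8SP cells had 1 of these coreceptors. B-gate cells had a UMI of blnk, pax5, cd79a, prdm1a, ebf1b, ciita or cd40, or over 5 UMIs of cd74a and cd74b together, and no T or myeloid gene. The trgc-positive share is the percentage of kept cells with a trgc UMI and 1 of bcl11ba, themis, lat and lck. The dominant trgv share is the percentage that the most frequent of 7 trgv genes takes of all trgv UMIs of a fish, without thinning. Triple-positive cells are DN-gate cells with a UMI each of lrrn1, patl1 and psip1a. Shares were compared with a two-sided exact permutation test of the difference of group means over all splits of the fish (scipy 1.17.1), adjusted over the 4 comparisons by Benjamini and Hochberg.

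For each fish the UMIs of DN-gate cells were summed without thinning, and 14907 genes were tested in 19 fish with the quasi-likelihood test of edgeR 4.0.16 (TMM scaling, filterByExpr, 1 fit with a mean per group). Gate genes, mCherry and IRF4 were left out. Levels are given as CPM, counts scaled by the library total, with TMM factors except where the control fish, which has no replicate, is compared. Folds are given as log2 with the standard error of the fit (SE). Gene lists, 34 in number, were fixed before the data were examined, as were the gates, the comparisons, the tests of shares, genes and lists, and all alternatives but 1. The tests of chromosomes were chosen after the data were seen. A list of mitochondrial genes could not be tested, since all 13 such features had 0 UMIs. The other lists were tested with camera (limma 3.58.1) at its preset correlation of 0.01, adjusted over 33 lists. Camera with an estimated correlation and fry were run beside it. In simulated counts with 200 changed genes, edgeR found between 10.4% and 29.8% of genes changed by 1 log2 unit. It found between 47.9% and 60.2% of those changed by 2, with at most 4.60% false calls. These counts were drawn for each gene apart, without genes that move together or differences in cell mixture. The rates may therefore not hold for these fish.

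Genes named in the text followed a rule fixed before testing. They are the study's genes, up to 10 genes per direction with the largest fold among those that passed, had a mean of at least 50 CPM in the higher group and no overlap between fish, and up to 4 members of a described list with the highest mean. Symbols of clones, immunoglobulin and hemoglobin genes were left out of the part on large folds. Genes named outside this rule are said to be chosen after their values were seen.

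All kept cells were clustered (2000 variable genes, 30 principal components, 15 neighbours, Leiden resolution 1) and 35 clusters were compared with marker lists, which gave T-like, B-like, macrophage-like, neutrophil-like, erythrocyte-like and epithelial-like cells and clusters without a name. Of the DN-gate cells T-like clusters held 59.27% in control, 44.53% in preleukemic, 85.15% in early, 95.71% in late and 98.65% in p53 fish. They held 12.48% in preleukemic 1 and 10.65% in preleukemic 4, where 65.12% and 63.45% lay in clusters that no marker list named. The largest cluster without a name, with 3895 cells, had 9 T markers and 2 NK markers, so its cells may be T or NK cells. Library names fall into series: early fish share one with late 1 to 3, preleukemic fish share one with late 4 to 6, and p53 fish have their own. Comparisons were repeated within a series where it holds both groups, and p-values of shares were not adjusted there. Gene positions were read from the GRCz12tu assembly, which differs from the one used for counting, and served only to name the chromosome of a gene. Of the comparison of late with p53 fish 1 gene, and the results and tests that need it, are not reported here.

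Alternatives were other gates and cell filters, no thinning, thinning to 2000 UMIs, other scaling and filters, other tests, cell depth as a covariate, and each fish left out in turn. The p53 allele, a point mutation, could not be read from gene counts and was taken from the labels. Versions were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9, R 4.3.3 and DESeq2 1.42.0.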

Results

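The question of the study was how human IRF4, a transcription factor of lymphocytes, turns zebrafish T cells into lymphoma. The transgene was driven by the lck promoter, which is active in T cells. The 20 fish formed 5 groups: 1 control fish with mCherry alone, 5 preleukemic fish with IRF4 and no tumor, 3 early and 6 late fish with tumors, and 5 p53 fish, which had late tumors and 1 mutant copy of p53. By the ages the paper lists, late and p53 fish were older when sampled than the other groups. Mean library totals were 32426145 UMIs in the control fish, 24402064 ± 3978748 (SD, n = 5) in preleukemic, 15630083 ± 5054727 (SD, n = 3) in early, 25461465 ± 6013372 (SD, n = 6) in late and 47857982 ± 16553656 (SD, n = 5) in p53 fish. Human IRF4 had 0 UMIs in the control fish and between 458 and 1920 CPM in the 19 fish with the transgene, so the transgene matched the group of every fish. DN-gate cells, which carry T-cell genes and neither cd4-1 nor cd8a, numbered 1036 in control, 3975 in preleukemic, 3900 in early, 16357 in late and 29823 in p53 fish, and 44.53% of the preleukemic and 95.71% of the late ones lay in T-like clusters. Their median number of UMIs per cell was 3570 ± 325 in preleukemic, 5612 ± 579 in early, 6182 ± 997 in late and 6046 ± 1065 in p53 fish. In preleukemic 2 and late 6 fewer barcodes had over 500 genes than in other libraries, 47.5% and 45.0%.

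The control fish without IRF4 was set beside preleukemic fish with IRF4 before tumors. T-like clusters held 59.27% of DN-gate cells in control and 44.53% in preleukemic fish, so differences in the gate are not between T cells alone. Of the preleukemic ones 1312 lay in clusters without a name, which may hold T cells. DP-gate cells, the thymic stage with both coreceptors, took 11.003% of kept cells in control (exact 95% interval 10.05 to 12.01%) against 3.71% ± 1.42 (SD, n = 5) in preleukemic fish. Without thinning these shares were 24.2% and 15.9% ± 4.26, so the size of this gap depends on thinning. DN-gate cells took 30.3% (28.9 to 31.8%) against 33.5% ± 1.43, and B-gate cells 10.1% (9.16 to 11.1%) against 9.81% ± 2.55. In DN-gate cells s100a11 (ENSDARG00000093628), a calcium-binding protein of epithelia, stood at 5.81 CPM in control (3.89 to 8.35) against 553 ± 398 CPM in preleukemic fish, the lowest of which had 134 CPM, and 86.81% of these UMIs lay in epithelial-like cells inside the gate. Of the tumor genes of the study, gata3 had 87.6 CPM in control against 90.02 ± 26.7, while mycb, at 84.8 against 128 ± 12.2, and lrrn1, at 12.6 (9.70 to 16.2) against 47.0 ± 29.7, lay below all 5 preleukemic fish. The transcription factor sox4a was at 95.8 CPM (87.4 to 105) against 45.8 ± 6.03, and the invariant chain cd74a at 629 against 1544 ± 375.

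Summed over members, the list of interferon-response genes held 1647 CPM in control (1612 to 1683) against 3622 ± 539 in preleukemic DN-gate cells. The MHC class II list held 1288 (1257 to 1320) against 2538 ± 535, and the list of B-cell markers, cells which also express class II genes, 1861 (1823 to 1899) against 3600 ± 1358. The T-cell receptor signalling list held 1608 (1573 to 1643) against 2286 ± 406, and the list of haematopoietic progenitor genes 478 (459 to 498) against 295 ± 47.3. The actin-capping gene capga was at 50.3 CPM (44.3 to 56.9) in control against a preleukemic mean of 1.72, and the mucin gene muc5.2 at 39.3 (34.0 to 45.2) against 0.0519. The chemokine ccl36.1, the heat-shock gene hsp70.3 and the oxidase subunit noxo1b had 0 UMIs among the 4988546 of the control fish, which allows up to 0.7395 CPM. In preleukemic fish noxo1b was at 18.6 ± 7.16 CPM, ccl36.1 at 89.08 ± 120.4 and hsp70.3 at 35.37 ± 47.95. The lowest preleukemic fish had 0.5192 CPM of ccl36.1 and 1.257 of hsp70.3, close to that limit. Of 7002 genes with enough UMIs, 29.21% lay above all preleukemic fish and 16.25% below all, where chance gives 16.67% for each. With 1 control fish no test was run.

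**Figure D1:**
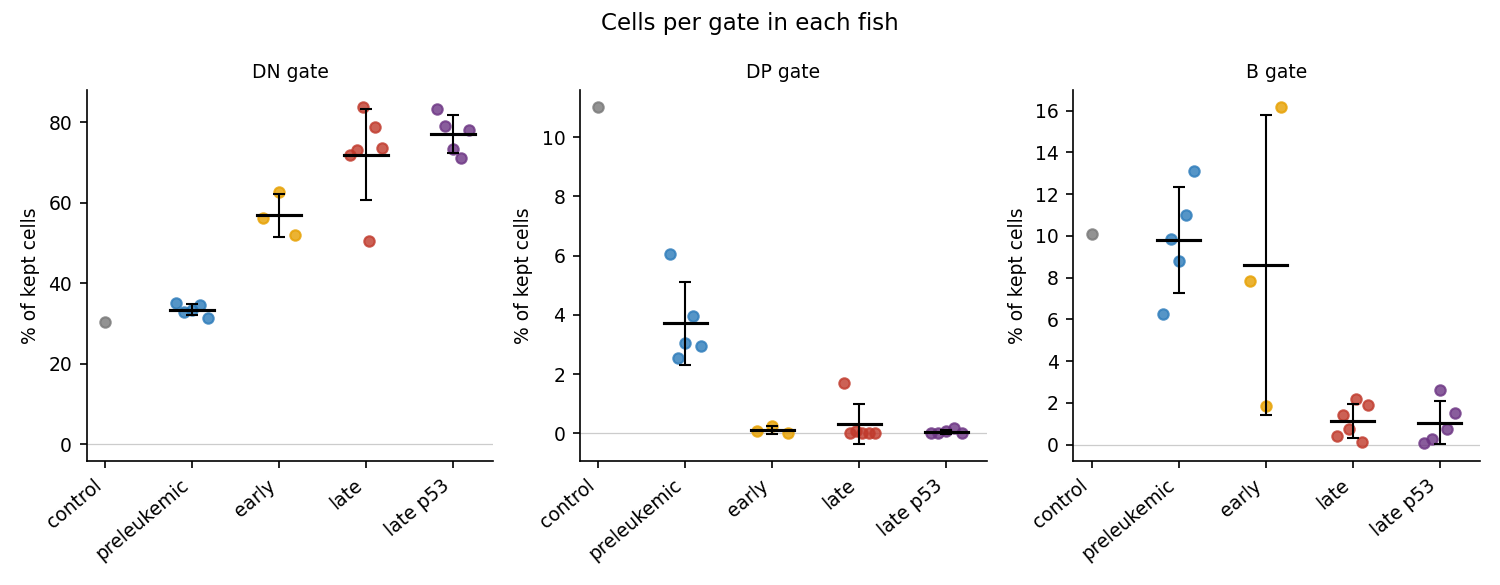
Percentage of kept cells, each thinned to 1000 UMIs, in the DN, DP and B gates, with 1 point per fish, a line at the group mean and a whisker of 1 SD. DN shares ran from 31.5 to 35.1% in preleukemic and from 50.6 to 83.7% in late fish.

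Preleukemic against early fish shows what differs when tumors first appear. DN-gate cells took 56.9% ± 5.34 (SD, n = 3) of kept cells in early fish against 33.5% ± 1.43 (SD, n = 5) in preleukemic fish, and DP-gate cells 0.112% ± 0.124 against 3.71% ± 1.42. No early fish overlapped a preleukemic fish in either share. In DN-gate cells gata3 (ENSDARG00000016526), a transcription factor of T-cell fate, rose from 78.8 ± 28.0 to 496 ± 111 CPM (log2 2.66 ± 0.29 SE, adjusted p = 3.51e-05). The leucine-rich repeat protein lrrn1 (ENSDARG00000060115) rose from 41.4 ± 30.4 to 338 ± 58.3 CPM (log2 3.03 ± 0.37 SE, adjusted p = 1.11e-04), and mycb (ENSDARG00000007241), a zebrafish Myc, from 111 ± 17.7 to 489 ± 135 CPM (log2 2.14 ± 0.27 SE, adjusted p = 1.58e-04). The survival gene mcl1a (ENSDARG00000009779) fell from 884 ± 178 to 288 ± 134 CPM (log2 −1.61 ± 0.35 SE, adjusted p = 0.00898).

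For both shares the two-sided exact permutation p was 0.0357, the smallest that 56 splits give here, and 0.0714 after adjustment, so neither passed. B-gate cells took 8.62% ± 7.18 in early against 9.81% ± 2.55 in preleukemic fish (exact permutation, adjusted p = 0.874). Cells positive for trgc, here the sum of joined gamma receptor transcripts, took 6.26% ± 5.11 against 0.992% ± 0.220 (exact permutation, adjusted p = 0.357). Of the 3 early fish 1, at 0.738%, lay within the preleukemic range. In B-like cells, which should lack trgc, 0.713% of early and 0.449% of preleukemic cells had a UMI, against 9.01% and 1.61% of T-like cells. Median depths before thinning were 5822.5 UMIs in T-like and 5398 in B-like cells of early fish, and 3938 and 3910.5 in preleukemic fish. The most frequent trgv gene took 52.5% ± 26.9 of trgv UMIs in early against 22.7% ± 1.85 in preleukemic fish (exact permutation, adjusted p = 0.357). It took 21.4% in early 1, 68.5% in early 2 and 67.6% in early 3. Triple-positive cells took 0.159% ± 0.157 of DN-gate cells in early fish and 0% in each preleukemic fish (exact permutation, adjusted p = 0.214). Among pooled T-like cells of all gates, 0 of 6627 preleukemic cells were triple-positive, which allows up to 0.0453%. Without thinning the triple-positive shares of DN-gate cells were 7.68% and 0.872%, and the difference passed (exact permutation, adjusted p = 0.0476). No library series holds both groups, so the series and the stage cannot be told apart in this comparison.

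Of 14907 genes, 1382 changed in DN-gate cells, 826 higher and 556 lower in early fish. Leaving out early 2 gave 345 genes, leaving out each other fish gave up to 1330, and cell depth as a covariate left 216. With DESeq2's size factors the median of all genes moved by −0.13 log2 and 44.8% rather than 59.8% of the called genes were higher, so small changes of large families depend on the scaling. Other study genes that rose were sec22ba, which acts in vesicle transport (log2 2.74, adjusted p = 0.00150), the adaptor sla2 (2.02, 8.64e-04), midn, a nuclear protein that directs degradation (1.87, 1.48e-05), the calcium sensor ncaldb (1.32, 0.00145) and sox4a, a factor of gamma delta T cells (1.89, 0.00913). The chromatin-bound psip1a (ENSDARG00000104710) rose from 19.5 ± 23.9 to 232 ± 140 CPM (log2 3.58, adjusted p = 0.00903), with 2.97 and 0.0703 without early 2 and 4.71 without preleukemic 5. The histone gene h2afx rose by log2 1.35 (adjusted p = 0.00900) and lost the call without early 2 (1.28, 0.0546). The mRNA-decay gene patl1 (log2 0.61, adjusted p = 0.480), btg1 (−1.05, 0.0870), btg2 (−0.82, 0.254), stk17al (−1.13, 0.0547), id3 (−2.61, 0.0826), aldoaa (0.25, 0.586), gzmk (2.78, 0.207), trdc (−0.53, 0.833) and trgc (2.15, 0.123) did not pass.

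Among the genes with the largest folds, the progenitor receptor flt3 rose from 1.55 to 52.0 ± 7.21 CPM (log2 5.04, adjusted p = 1.68e-04). The galectin gene lgals1l1 rose from 0.224 to 190 ± 139 CPM (9.48, 0.00405), gpr78a, a G-protein-coupled receptor, by log2 5.02 (4.14e-05), the lipid transporter abca12 by 4.28 (0.00262) and the channel gene tmc2a by 4.70 (0.0123). The adaptor pacsin2 fell from 60.3 to 12.6 CPM (log2 −2.26, adjusted p = 1.88e-04). The creatine kinase ckba fell by log2 −6.37 (adjusted p = 0.00931), but did not pass without early 2 (0.0672) and reached −7.50 without early 1. It was among the 10 genes with the largest fold in a cluster without a name, which had 2 T markers. Fewer such cells in the gate cannot be told apart from a fall within T cells. The chemokine ccl20a.3, tspo and nfe2l2a fell by log2 −4.92, −4.29 and −3.17, but not without early 1, 2 or 3 (adjusted p from 0.0586 to 0.133), and flna and roraa by −3.00 and −2.39, but not without early 2 or 3 (0.0532 to 0.0942). The fall of s100a11 (log2 −4.25, adjusted p = 0.0321) was lost without early 2 (0.114), early 3 (0.0703), preleukemic 1 (0.0559) or preleukemic 3 (0.0574), and was −9.14 without early 1.

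Of the study's tumor-activated list 9 of 10 tested genes rose in early fish (9 adjusted over the list alone, median log2 2.08, camera adjusted p = 3.33e-22), and this list also passed with an estimated correlation (1.47e-04). Of its repressed list mcl1a alone of 5 fell (4 fell adjusted over the list alone, median −1.13, camera adjusted p = 0.00107, adjusted p = 0.287 with an estimated correlation). Of its gamma delta list sox4a alone of 4 rose (1 adjusted over the list alone, camera adjusted p = 0.0768). The study chose these genes on the same fish, so their lists are not independent evidence. Of 31 chromatin and histone genes 9 rose and 0 fell (12 and 0 adjusted over the list alone, camera adjusted p = 4.28e-05, adjusted p = 0.435 with an estimated correlation), among them the linker histone h1fx (log2 1.19, adjusted p = 0.00627). Of 83 ribosomal protein genes 17 rose and 0 fell (48 and 0 adjusted over the list alone, median 0.65, camera adjusted p = 8.36e-19, adjusted p = 0.435 with an estimated correlation). With size factors 5 of the chromatin and 8 of the ribosomal protein genes rose. Of 16 T-cell identity genes runx1, runx3, zap70, tcf7 and the chemokine receptor ccr9b rose (5 rose and 2 fell adjusted over the list alone, camera adjusted p = 0.113). The rise of ccr9b was from 80.3 to 316 CPM (log2 1.98, adjusted p = 2.04e-04), while zap70 did not pass without early 2 (0.139), and runx3, tcf7 and runx1 lost their calls without early 2 (0.164, 0.140 and 0.114) and without each of 2 or more other fish, early 1 or 3 or preleukemic fish among them (0.0506 to 0.113). In cells of T-like clusters runx3 was lower in early fish (log2 −0.39, adjusted p = 0.328). Of 13 progenitor genes the transcription factor myb (ENSDARG00000053666; 95.4 ± 16.7 to 306 ± 57.6 CPM, log2 1.68, adjusted p = 1.49e-05), msi2a (2.23, 5.45e-05) and runx1 rose and spi1b fell (3 and 3 adjusted over the list alone), and camera pointed up while the median was −1.18 (adjusted p = 0.668).

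Of 39 immediate-early and dissociation-stress genes 8 fell and hspa8 rose (14 and 1 adjusted over the list alone, median −0.82, camera adjusted p = 1.82e-05, adjusted p = 0.444 with an estimated correlation), and hspa8 lost its call without early 2 (log2 0.73, adjusted p = 0.158). The next lists also moved by camera at its preset and had an adjusted p of 0.531 with an estimated correlation. Of 38 S-phase genes unga, chaf1b, pold2 and cdc6 fell and 1 rose (4 and 1 adjusted over the list alone, median −0.41, camera adjusted p = 0.00107). Of 46 genes of oxidative phosphorylation atp5f1e, ndufs5, cox7b and cox5aa rose (1 adjusted over the list alone, median 0.31, 0.00111), and 1 rose with size factors. Of 40 proteasome genes psmb5, psmb2 and psma4 rose (3 adjusted over the list alone, median 0.37, 8.78e-04), and with size factors none of them passed in edgeR. Of 29 genes of the unfolded protein response sec61a1, herpud1, ssr1, ssr2 and ssr3 rose (5 adjusted over the list alone, median 0.29, 0.0259), and herpud1 was lower in cells of T-like clusters (log2 −0.17). Of the lists of other cell types 4 passed, with markers lower in early fish: spi1b of 16 B-cell genes (1 adjusted over the list alone, median −1.89, 0.00328), hemgn, epb41b, alas2 and nt5c2l1 of 17 erythrocyte genes (14 adjusted over the list alone, median −4.42, 1.82e-05) and col1a1b of 10 stroma genes (5 fell and 1 rose adjusted over the list alone, median −3.03, 0.0365, and 0.0642 with size factors). Of 7 macrophage genes mpeg1.1 and lgmn fell (2 adjusted over the list alone, median −1.60, camera adjusted p = 0.0110, adjusted p = 0.444 with an estimated correlation), and lgmn was higher in early fish over all kept cells (log2 0.56). The lists of epithelial (median −0.41, camera adjusted p = 0.653), NK and cytotoxic (−0.88, 0.202), neutrophil (−1.33, 0.0924), thrombocyte (−3.16, 0.0924), muscle (−4.0, 0.107) and liver genes (−8.53, 0.0926) did not pass. The members named here, other than hspa8, ssr2 and lgmn, were chosen after their values were seen. Without early 2 every one of them but chaf1b, pold2 and cdc6 lost its call (adjusted p from 0.0651 to 0.471), without early 3 the S-phase genes did (0.145 to 0.182), without early 1 most did (0.0545 to 0.138), and single preleukemic fish ended many calls (at most 0.0969).

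**Figure D2:**
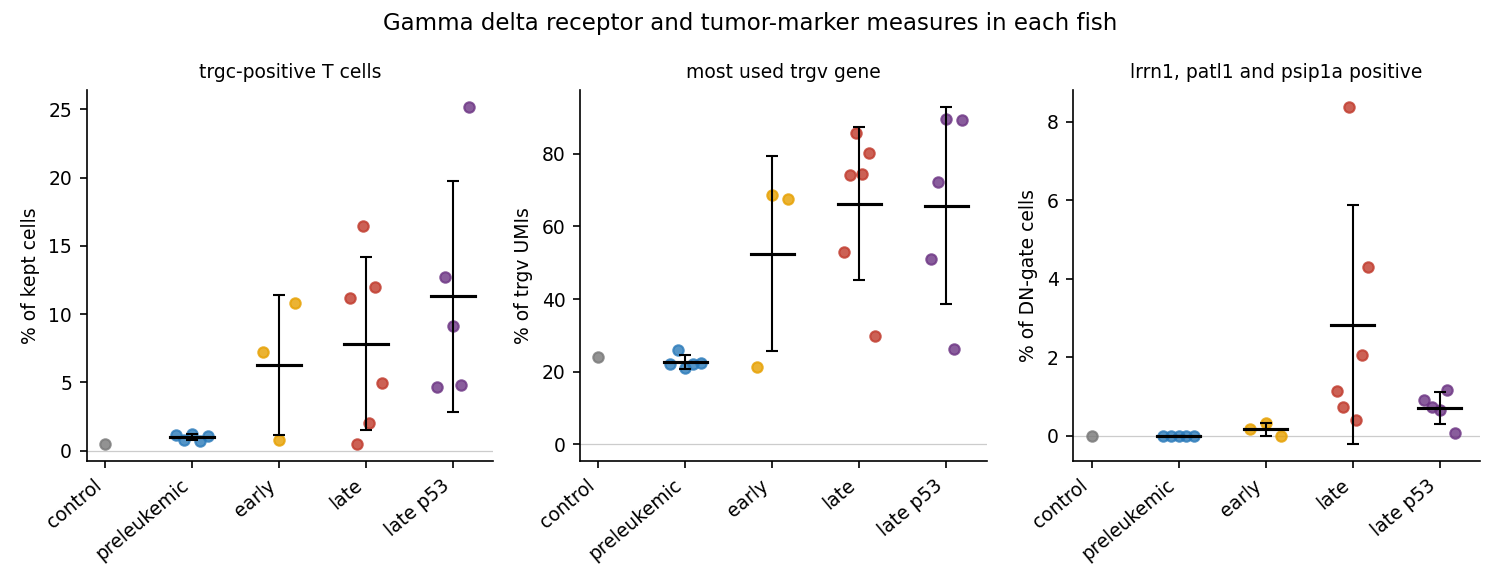
Percentage of kept cells positive for trgc, percentage of trgv UMIs from the most frequent trgv gene, and percentage of DN-gate cells positive for lrrn1, patl1 and psip1a, with cells thinned to 1000 UMIs except for the trgv share, 1 point per fish, a line at the mean and a whisker of 1 SD. The dominant trgv share was at most 25.9% in preleukemic fish and up to 85.7% in late fish.

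Preleukemic against late fish compares the ends of the disease with wild-type p53. Late fish were also older, so age and stage cannot be told apart in this comparison. DN-gate cells rose from 33.5% ± 1.43 (SD, n = 5) to 71.9% ± 11.4 (SD, n = 6) of kept cells, while DP-gate cells fell from 3.71% ± 1.42 to 0.305% ± 0.676 and B-gate cells from 9.81% ± 2.55 to 1.14% ± 0.821. The most frequent trgv gene rose from 22.7% ± 1.85 to 66.2% ± 21.0 of trgv UMIs, and triple-positive cells rose to 2.83% ± 3.05 of DN-gate cells. The homing receptor cxcr4b fell from 1300 ± 406 to 77.6 ± 65.1 CPM (log2 −4.07, adjusted p = 3.36e-04), a gene chosen after its value was seen. The inhibitor of E proteins id3 (ENSDARG00000054823) fell from 592 ± 68.3 to 44.0 ± 44.9 CPM (log2 −3.75, adjusted p = 0.00146) and by −4.38 without late 4. The importin ipo4 rose from 24.4 to 330 ± 115 CPM (log2 3.76, adjusted p = 1.02e-05), and patl1 (ENSDARG00000017423) from 26.5 ± 2.57 to 278 ± 201 CPM (log2 3.40 ± 0.51 SE, adjusted p = 1.78e-04).

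These 5 shares each had an exact permutation p of 0.00433, the smallest that 462 splits give in this two-sided test, and 0.0173 after adjustment. Against late 4 to 6 alone, which share a library series with preleukemic fish, the differences were 34.2 points for DN, −3.68 for DP, −8.40 for B, 38.8 for the trgv share and 2.25 for triple-positive cells, each with an exact permutation p of 0.0357, which was not adjusted. After the added removal of preleukemic 2 and late 6, each of the 5 had an adjusted p of 0.0635 in the exact permutation test. The trgc-positive share was 7.84% ± 6.31 in late against 0.992% ± 0.220 in preleukemic fish, a difference of 6.85 points that did not pass (exact permutation p = 0.0260, adjusted 0.104). In the exact permutation test it passed without late 2 (8.32 points, adjusted p = 0.0317). Against late 4 to 6 it was 5.32 points, with an unadjusted exact permutation p of 0.0357. Among T-like cells 11.03% of late cells had a trgc UMI, and among B-like cells 0 of 93, which allows up to 3.23%, at median depths of 6251 and 5613 UMIs. Without thinning the late mean of trgc-positive cells was 31.7%, with 61.9% in the highest fish, and that of triple-positive cells 33.9%, with up to 63.9%. Cells with lrrn1 were 42.1% of T-like and 7.53% of B-like late cells, those with patl1 19.1% and 4.30%, and those with psip1a 23.9% and 5.38%. In preleukemic fish the shares were 11.3% and 0.449% for lrrn1, 3.80% and 3.14% for patl1, and 1.61% and 1.35% for psip1a, so the preleukemic shares of patl1 and psip1a were close to those of B-like cells.

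In DN-gate cells 5776 genes changed, 2688 higher and 3088 lower in late fish, and 2815 of the lower genes but 833 of the higher ones by more than 2-fold. Leaving out single fish gave between 3953 genes, without preleukemic 1, and 6195, and cell depth as a covariate left 563. Against late 4 to 6 alone 3647 genes changed, of which 3338 were among the 5776. With size factors the median moved by −0.17 log2 and 30.8% rather than 46.5% of called genes were higher. All 10 study genes of the tumor-activated list rose (10 adjusted over the list alone, median 2.70, camera adjusted p = 2.76e-17, and 3.88e-04 with an estimated correlation), a list that is not independent evidence. The largest were psip1a (log2 4.16, adjusted p = 5.70e-04, and 5.29 without preleukemic 5), sec22ba (3.80, 1.70e-05), lrrn1 (3.73, 4.78e-06), patl1, mycb (2.76, 3.80e-06) and gata3 (2.64, 5.59e-06), and the chromosome of mycb and sec22ba was higher as a whole in late 2, 4 and 5, by 0.446 to 0.518 log2, and that of psip1a and patl1 in late 3, by 0.544. They were followed by midn (1.67), h2afx (1.62), ncaldb (1.301) and sla2 (1.18), which was lower in cells of T-like clusters (−0.15). Of the repressed list stk17al (log2 −1.81, adjusted p = 2.76e-04), id3, mcl1a (−1.56, 5.05e-04) and btg2 (−1.48, 0.00658) fell (5 of 5 adjusted over the list alone, camera adjusted p = 3.93e-04, adjusted p = 0.168 with an estimated correlation). The anti-proliferative btg1 did not pass (−0.79, 0.0511) but did without late 4 (−1.13, 0.00266). Of the gamma delta list sox4a (2.06, 5.74e-04), gzmk (3.55, 0.0465) and trgc (2.19, 0.0410) rose, 3 of 4 also adjusted over the list alone, while trdc did not pass (−0.54, 0.741) and camera gave 0.102. The calls of gzmk and trgc were lost without late 1 or 3, that of trgc also without late 5 or any preleukemic fish, and that of gzmk without preleukemic 1, 3, 4 or 5, with adjusted p between 0.0571 and 0.102. The aldolase aldoaa rose from 230 to 504 ± 103 CPM (log2 1.13, adjusted p = 0.00242). The fall of s100a11 was by log2 −12.15 (adjusted p = 1.02e-05), on 9 UMIs in all late fish.

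Other large rises were of gpr78a (log2 5.53), the cation channel trpc4a (4.96), abca12 (4.72), the retinoic acid hydroxylase cyp26a1 (4.70), myrip (4.31) and fgl1 (3.75). Without preleukemic 5 they were 6.05 for trpc4a, 5.15 for myrip and 6.15 for fgl1, and 4.00 for cyp26a1 without late 6. Other large falls were of the keratin krt15 (−8.59, and −9.41 without late 4), the atrial myosin light chain myl4 (−6.12), the chemokine ccl38.6 (−5.84), the B-cell kinase syk, from 92.3 to 2.24 CPM (−5.39), setbp1 (−5.16) and the actin crosslinker flna (−4.92). Of these genes krt15 was among the 10 with the largest fold in the epithelial-like cluster, and syk in a B-like cluster. In the same way myl4 and setbp1 marked a cluster without a name, which had 1 T marker. The chemokine ccl38.6 marked the largest cluster without a name and also a T-like one. Fewer such cells in the gate cannot be told apart from falls within T cells. Lists of growth rose relative to other genes. Of 36 ribosome biogenesis and MYC-type targets 14 rose and 0 fell (14 adjusted over the list alone, median 0.45, camera adjusted p = 1.91e-05), with eif5a at log2 0.71 and nop56 at 0.67. Of 46 oxidative phosphorylation genes 26 rose and sdha fell (32 and 1 adjusted over the list alone, median 0.47, 1.45e-07), with atp5mc3b going from 821 to 1392 CPM. Of 40 proteasome genes 27 rose and 0 fell (29 adjusted over the list alone, median 0.56, 1.29e-06), with psma8 at log2 0.69 and psma1 at 0.51. Of 31 chromatin genes 12 rose and 0 fell (12 adjusted over the list alone, median 0.33, 3.60e-04), with h1fx at 0.96 here and −0.021 in cells of T-like clusters. Of 83 ribosomal protein genes 63 rose and 0 fell (68 adjusted over the list alone, median 0.63, 6.82e-15), with rps8a at 1.05 and rps7 at 0.95. Each of these lists had an adjusted p of 0.357 with an estimated correlation. With size factors fewer members rose: 9 of the ribosome biogenesis, 11 of the oxidative phosphorylation, 13 of the proteasome, 8 of the chromatin and 32 of the ribosomal protein genes.

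Lists of activation and movement fell. Of 28 genes of T-cell receptor signalling 9 fell, with the interleukin receptor il2rb at log2 −4.78, while myb rose from 95.4 to 385 ± 57.8 CPM (log2 2.01, adjusted p = 5.66e-07; 9 and 1 adjusted over the list alone, median −0.93, camera adjusted p = 0.00377). Of 39 immediate-early and dissociation-stress genes 23 fell and hspa8 rose (27 and 1 adjusted over the list alone, median −1.39, 7.37e-08), with the phosphatase dusp2 falling from 345 to 34.2 CPM (log2 −3.34, and −4.07 without late 4). Of 18 NF-kB genes 7 fell (7 adjusted over the list alone, median −0.66, 0.0145), with nfkbiab at −0.94, which lost its call without preleukemic 2 (0.0557). Of 35 motility and actin genes 15 fell (17 adjusted over the list alone, median −0.71, 7.09e-04), among them the chemokine receptors ccr7 (−5.41) and cxcr4a (−3.99) beside cxcr4b, and actb2, from 8336 to 3875 CPM, and tmsb4x (−0.71). In that list itgb7 (0.88) and ccr9b (2.12), which serve homing to the gut, rose, and itgb7 lost its call without late 1 or 3 or preleukemic 1 or 4 (adjusted p from 0.0529 to 0.0681). Of 18 BCL2-family genes 7 fell (7 adjusted over the list alone, median −0.58, 0.0300). These 5 lists had an adjusted p of 0.357 with an estimated correlation. Of 37 mitosis genes 6 fell (0 adjusted over the list alone, median −0.41, 0.0498, and adjusted p = 0.681 with an estimated correlation). The genes il2rb, ccr7, cxcr4a and itgb7 were chosen after their values were seen.

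Markers of other cells fell too, but the lists of neutrophil (median −0.35, camera adjusted p = 0.154), thrombocyte (−4.03, 0.0507) and liver genes (−0.91, 0.654) did not pass. Of 16 B-cell genes 13 fell (14 adjusted over the list alone, median −4.69, camera adjusted p = 1.77e-10, adjusted p = 0.168 with an estimated correlation), with blnk going from 44.2 to 0.455 CPM (log2 −6.69, and −7.32 without late 4). Of 17 erythrocyte genes 14 fell (16 adjusted over the list alone, median −4.31, 1.17e-05), with the hemoglobin hbaa1 going from 26370 ± 28020 to 277 ± 634 CPM (−10.53 rather than −6.58 without late 6). Of 17 epithelial genes 12 fell (13 adjusted over the list alone, median −3.54, 9.34e-05), and of 10 stroma genes 7 fell, with col1a2 at log2 −4.50, and −6.25 without late 6, and dll4 rose from 1.33 to 9.99 CPM (7 and 1 adjusted over the list alone, median −3.65, 0.00894). Of 7 macrophage genes slc40a1 (−3.18), mpeg1.1 (−4.21, and −5.21 without late 6) and lgmn (−1.83) fell (3 adjusted over the list alone, median −1.42, 0.0162). These 4 lists had an adjusted p of 0.357 with an estimated correlation. Of 12 muscle genes 9 fell (9 adjusted over the list alone, median −5.17, 0.0367, 0.0731 with size factors, and adjusted p = 0.399 with an estimated correlation), and of 19 NK and cytotoxic genes 6 fell while runx3, from 214 to 586 CPM, and gzmk rose (6 and 2 adjusted over the list alone, median −1.72, 0.0132, and adjusted p = 0.426 with an estimated correlation). The genes blnk, dll4, slc40a1, mpeg1.1 and lgmn were chosen after their values were seen.

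**Figure D3:**
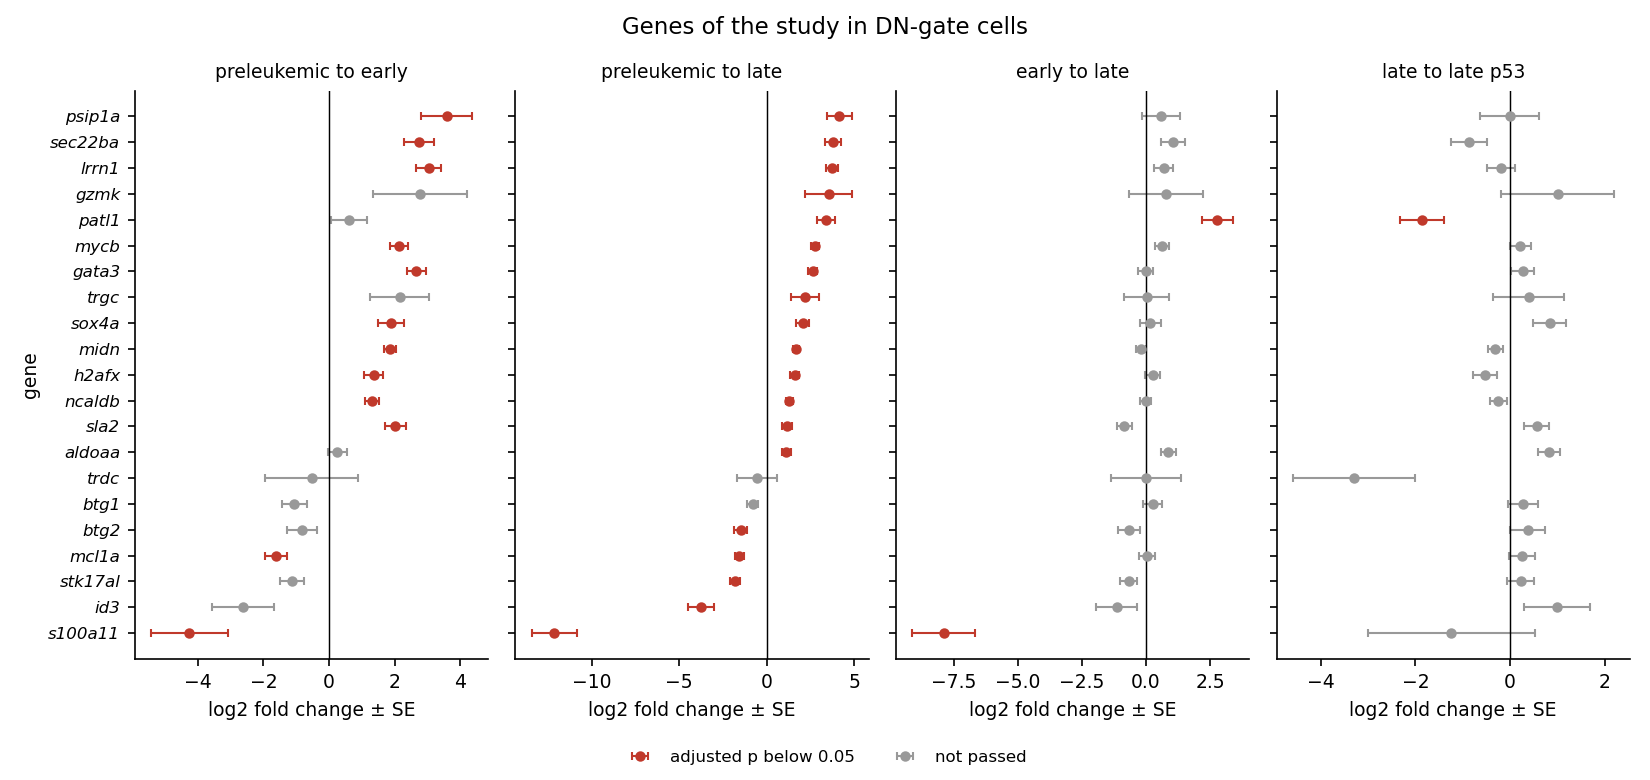
Log2 fold change in DN-gate cells, with a bar of 1 SE, of 21 genes that the study names, in 4 comparisons, with genes at an adjusted p below 0.05 in red. Of the tumor-activated genes 9 rose in early and 10 in late fish, and patl1 was lower in p53 than in late fish.

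Early against late fish compares the stages as tumors spread. Late fish were also older, and age and stage cannot be told apart. Of the study's tumor genes gata3 was at 496 ± 111 CPM (SD, n = 3) in early and 492 ± 138 (SD, n = 6) in late fish, while sec22ba, at 214 ± 85.1 and 447 ± 162 CPM (log2 1.06, adjusted p = 0.305), and sla2, at 497 ± 250 and 278 ± 78.7 CPM (−0.84, 0.230), differed more and did not pass. The gene patl1 rose from 40.3 ± 2.12 to 278 ± 201 CPM (log2 2.79 ± 0.61 SE, adjusted p = 0.0449). The mitochondrial subunit ndufa4 rose from 16.1 ± 7.995 to 109 ± 44.4 CPM (log2 2.75, adjusted p = 0.0102) and the glycolytic pgk1 from 92.4 ± 27.2 to 273 ± 76.3 CPM (1.57, 0.0197). The chromosome of pgk1 was higher as a whole in late 4 and 6, by 0.519 and 0.622 log2. The transcription factor etv5a fell from 78.1 ± 54.6 to 6.13 CPM (−3.66, 0.0211). Triple-positive cells rose from 0.159% ± 0.157 to 2.83% ± 3.05 of DN-gate cells.

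These calls rested on single fish. The call of patl1 was kept only without late 4, with an adjusted p between 0.0518 and 0.208 without any other fish. The call of ndufa4 was lost without early 3 (log2 2.43, adjusted p = 0.0626), those of pgk1 and etv5a without early 3 (0.0841 each) and that of pgk1 also without early 1 (0.0812). The difference in triple-positive cells, 2.67 points, had an exact permutation p of 0.0238, the smallest that 84 splits give, and 0.0476 after adjustment, and did not pass when any 1 fish was left out (adjusted p from 0.0635 to 0.143). Against late 1 to 3, which share a library series with early fish, it was 3.25 points (unadjusted exact permutation p = 0.1, the smallest that so few fish give). DN-gate cells were 15.1 points higher in late fish (exact permutation, adjusted p = 0.127), 19.3 points without late 4 (adjusted p = 0.0476) and 19.3 points against late 1 to 3 (unadjusted p = 0.1, the smallest that so few fish give). B-gate cells were 7.48 points lower, 1.14% ± 0.821 in late against 8.62% ± 7.18 in early fish (exact permutation, adjusted p = 0.143), and this passed without thinning (6.32 points lower, adjusted p = 0.0476). DP-gate cells differed by 0.193 points (adjusted p = 0.857 in the exact permutation test), trgc-positive cells by 1.58 (0.714) and the dominant trgv share by 13.7 (0.540). Within the series these were 0.472 points (exact permutation, unadjusted p = 0.900), 3.11 (0.6) and 18.4 (0.400).

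In DN-gate cells 84 genes changed, 21 higher and 63 lower in late fish, while 2094 had an unadjusted p below 0.05. Without early 3 there were 7, and without early 2 there were 279. Against late 1 to 3 alone there were 217, of which 50 were among the 84. The other genes named by the rule on large folds were gpia (log2 0.96) and nup50 (0.83), higher in late fish, and krt15 (−7.75), lgals2a (−4.65) and mapkapk2a (−1.86), lower. The calls of gpia, nup50, krt15 and lgals2a were lost without early 3 (adjusted p from 0.0862 to 0.208) and without late 1, 2 or 5 (0.0530 to 0.104), and mapkapk2a was at −0.48 without early 2 (0.183) and did not pass without late 1, 2 or 5 either. The fall of s100a11 (log2 −7.89, adjusted p = 0.0102) ended without early 1 (−2.99, 0.353). The aldolase aldoaa passed only without early 2 (log2 1.32, adjusted p = 0.0439).

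Lists moved by camera at its preset correlation, with few or no members past the edgeR threshold, and the adjusted p was 0.594 with an estimated correlation unless another value is given. Of 28 glycolysis genes pgk1 and gpia rose (8 adjusted over the list alone, median 0.64, camera adjusted p = 1.39e-07, adjusted p = 0.0879 with an estimated correlation). Of 36 ribosome biogenesis and MYC-type targets 0 passed in edgeR and 14 had an unadjusted p below 0.05, all higher (0 adjusted over the list alone and 0 by DESeq2, median 0.45, 3.48e-10, adjusted p = 0.532 with an estimated correlation). Of 38 S-phase genes 0 passed and 7 rose unadjusted (0 adjusted over the list alone and 0 by DESeq2, median 0.46, 1.41e-07). Of 37 mitosis genes 0 passed and 5 fell unadjusted (0 adjusted over the list alone and 0 by DESeq2, median −0.48, 1.19e-04). Of 46 oxidative phosphorylation genes ndufa4 rose (1 adjusted over the list alone, median 0.19, 1.19e-04), and of 40 proteasome genes 0 passed and 3 rose unadjusted (0 adjusted over the list alone and 1 by DESeq2, median 0.24, 0.00360).

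Of 16 B-cell genes igl1c3, pax5, blnk and cd79b fell (8 adjusted over the list alone, median −2.91, camera adjusted p = 5.49e-16, adjusted p = 0.0879 with an estimated correlation), and of 17 epithelial genes krtt1c19e and krt15 fell (8 adjusted over the list alone, median −3.00, 1.10e-10, adjusted p = 0.471 with an estimated correlation). The receptor il2rb fell among 28 T-cell receptor signalling genes (1 adjusted over the list alone, median −0.41, 0.0375) and among 19 NK and cytotoxic genes (3 adjusted over the list alone, median −0.84, 0.0140), and zfp36l2 among 39 immediate-early genes (3 adjusted over the list alone, median −0.44, 0.0217). Of 18 NF-kB genes 0 passed and 4 fell unadjusted (1 adjusted over the list alone and 1 by DESeq2, median −0.40, 0.00411), and of 35 motility genes 0 passed and 6 fell unadjusted (0 adjusted over the list alone and 3 by DESeq2, median −0.28, 7.64e-04). The genes igl1c3, pax5, blnk, cd79b, krtt1c19e, il2rb and zfp36l2 were chosen after their values were seen. Without early 3 none of them passed in edgeR, with an adjusted p of 0.0626 for igl1c3 and cd79b, 0.0831 for krtt1c19e, 0.233 for pax5 (log2 −3.41), 0.246 for il2rb, 0.255 for blnk and 0.369 for zfp36l2.

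**Figure D4:**
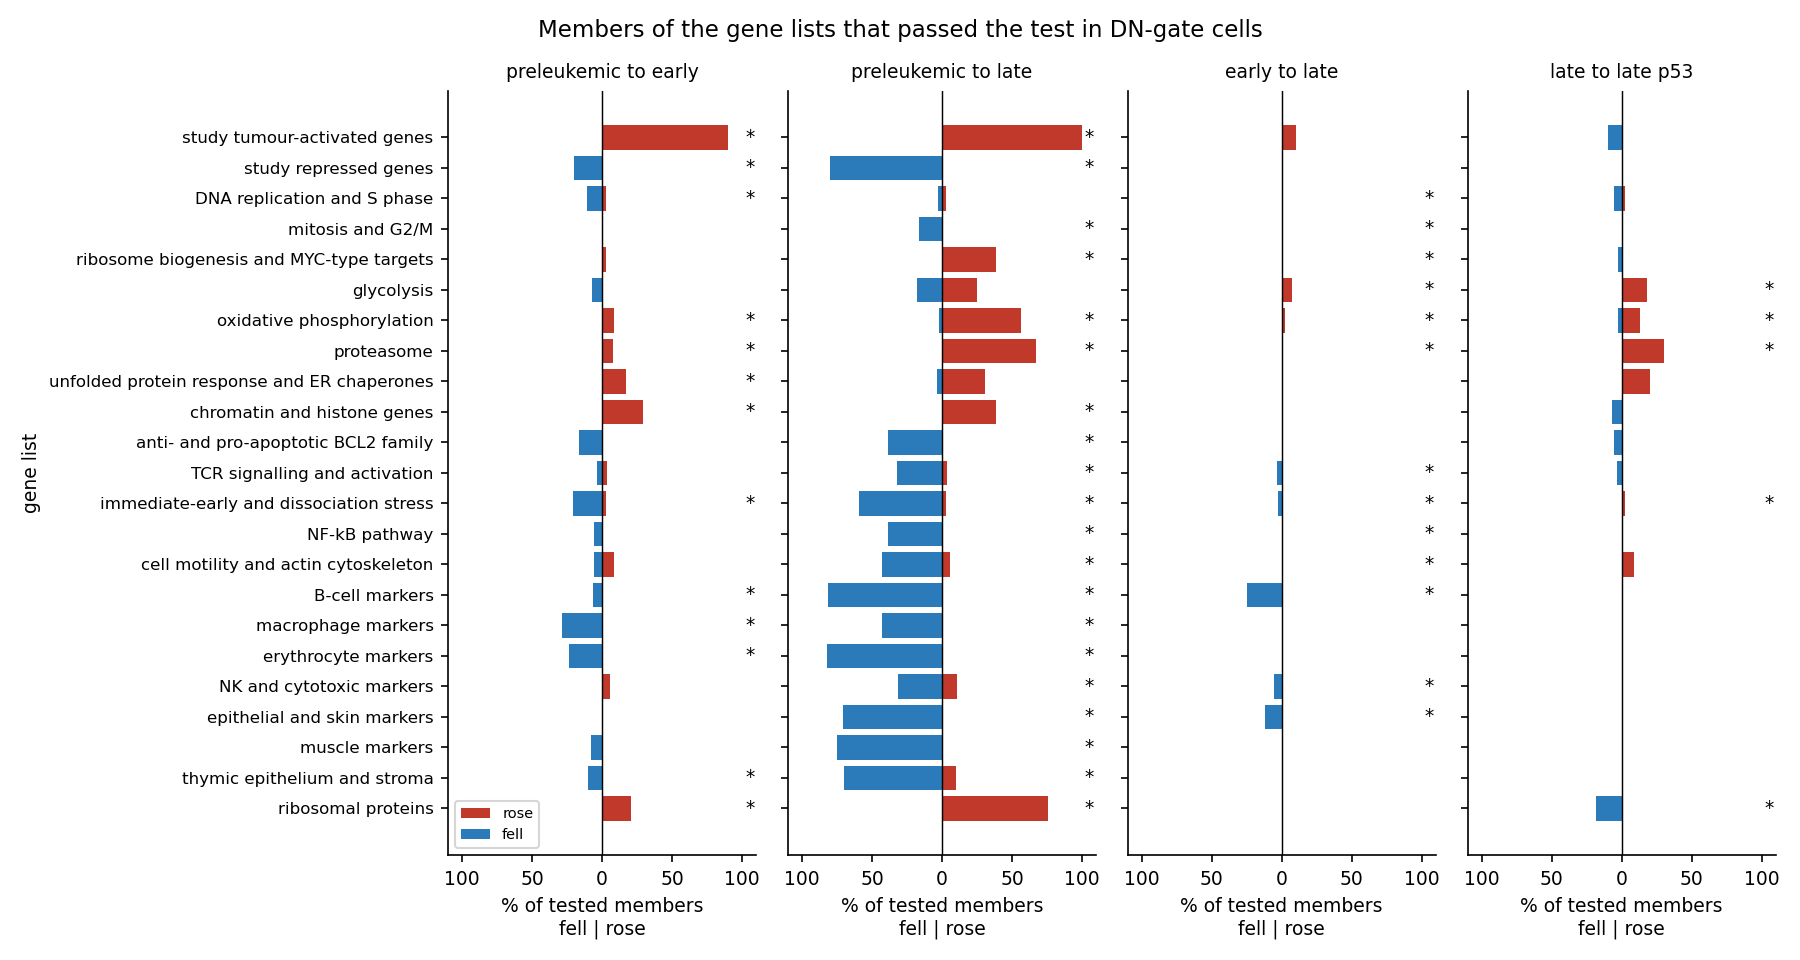
Percentage of the tested members of each list that rose or fell in DN-gate cells, in 4 comparisons, with an asterisk where camera at its preset correlation passed. Of 40 proteasome genes 27 rose in late against preleukemic and 12 in p53 against late fish.

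Late fish with wild-type p53 were compared with p53 fish, whose libraries form a series of their own, so the mutant p53 copy and the series cannot be told apart here. No share passed between the groups. DN-gate cells took 77.0% ± 4.76 (SD, n = 5) in p53 against 71.9% ± 11.4 (SD, n = 6) in late fish, and the most frequent trgv gene 65.7% ± 27.1 against 66.2% ± 21.0 of trgv UMIs, while triple-positive cells took 0.7003% ± 0.412 against 2.83% ± 3.05 of DN-gate cells. The ribosomal protein paralog rpl22l1 (ENSDARG00000010244) fell from 2492 ± 652 to 330 ± 67.2 CPM (log2 −2.92 ± 0.22 SE, adjusted p = 1.16e-06). The chaperone of the endoplasmic reticulum hsp90b1 (ENSDARG00000003570) rose from 55.0 ± 26.6 to 284 ± 213 CPM (2.37 ± 0.39 SE, 0.00154, and 1.73 without p53 5), and the transcription factor klf2a (ENSDARG00000042667), which keeps T cells quiescent, from 14.0 ± 3.70 to 62.7 ± 19.4 CPM (2.16 ± 0.23 SE, 5.75e-05).

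Genes on the chromosome of hsp90b1 were higher, in a test chosen after the shifts were seen, which passed for other chromosomes too. Per fish, the median shift of that chromosome against preleukemic fish was 0.61 ± 0.22 log2 in p53 (SD, n = 5) and −0.08 ± 0.07 in late fish (SD, n = 6), with no overlap (exact permutation p = 0.00433, adjusted 0.0271 over 25 chromosomes, the smallest p that 462 splits give). The lower genes named by the rule on large folds were rpl22l1, hist1h4l, one of many near-identical histone genes, and 8 others with log2 from −1.67 to −1.15. Folds were not corrected for shifts of whole chromosomes, so they are not all separate changes of single genes. The higher genes hspa14 (log2 2.33), dclre1c (2.18), ints13 (1.54) and dpysl5b (1.49) lie on the chromosome of hsp90b1, and the call of dpysl5b was lost without late 1, 2, 3 or 6 or p53 1, 2, 3 or 5 (adjusted p from 0.0520 to 0.115). Elsewhere the prohibitin phb2a rose from 4.87 ± 1.13 to 76.7 ± 46.9 CPM (log2 3.97, adjusted p = 1.01e-04), the detoxifying gstp1 from 19.8 to 118 CPM (2.58, 0.00498), and lgals1l1 by 4.21 (0.0322), which did not pass without late 1, 3 or 4 or p53 3 or 5.

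**Figure D5:**
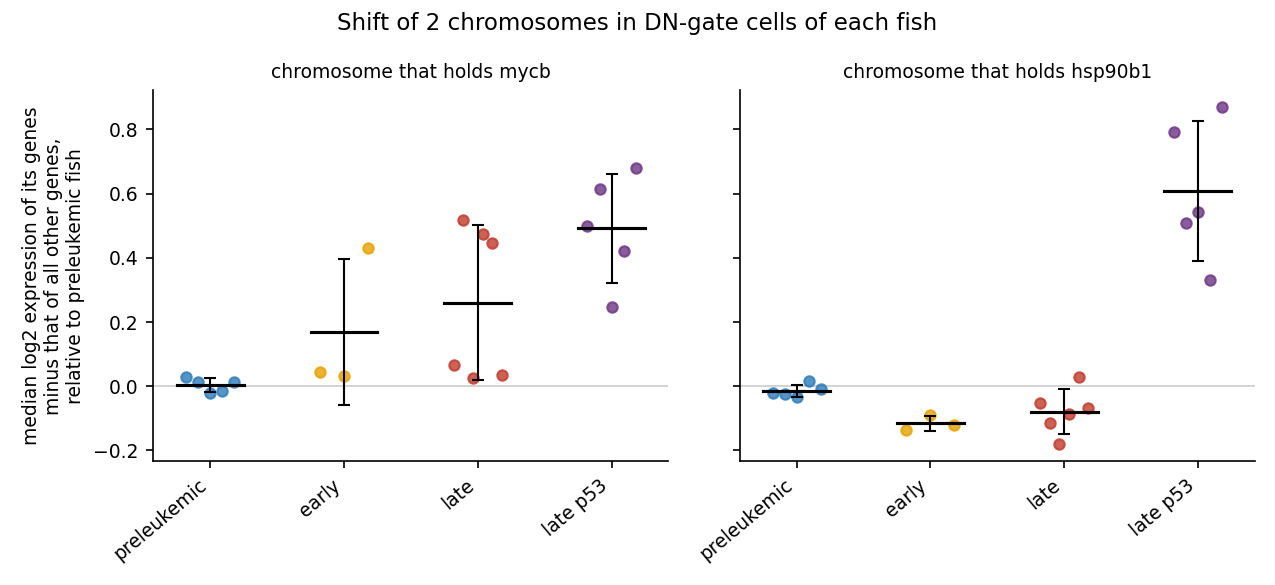
Median log2 shift in DN-gate cells of genes on the chromosome of mycb and on that of hsp90b1, relative to preleukemic fish, with 1 point per fish. On the chromosome of hsp90b1 the p53 fish lay between 0.33 and 0.87 and the late fish between −0.18 and 0.03.

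In exact permutation tests the difference of p53 from late fish was 5.04 points for DN (adjusted p = 0.472), −0.251 for DP (0.857), −0.0915 for B (0.874), 3.45 for trgc-positive (0.623), −0.493 for the trgv share (0.987) and −2.13 for triple-positive cells (0.150). With late 4 to 6 alone and with late 1 to 3 alone they were 9.28 and 0.810 for DN, 0.0276 and −0.530 for DP, −0.356 and 0.173 for B, 4.99 and 1.91 for trgc, 4.23 and −5.21 for trgv, and −1.55 and −2.71 for triple-positive cells. The trgc UMI was found in 16.8% of T-like and 3.07% of B-like cells of p53 fish, at median depths of 5859 and 3473 UMIs. Of 14907 genes 838 changed, 449 higher and 389 lower in p53 fish. Both counts hold many genes moved by shifts of whole chromosomes, so they are no count of separate changes. There were 522 without p53 5 and up to 1068 without each other fish. They were 445 with late 4 to 6 and 832 with late 1 to 3 alone. With size factors 39.3% rather than 53.6% of called genes were higher. Of the study's genes only patl1 passed, falling from 278 ± 201 to 76.5 ± 45.7 CPM (log2 −1.86, adjusted p = 0.0267), and not without p53 1, 3 or 5 (0.0589 to 0.0654). The aldolase aldoaa was at 892 ± 370 against 504 ± 103 CPM (0.82, 0.0515) and passed without p53 5 (0.88, 0.0458). The delta chain trdc did not pass (−3.31, 0.146) except without p53 5 (−8.41, 0.00150).

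Of 28 glycolysis genes ldhba (log2 1.07), gapdhs (0.88), pgk1 (0.84), pgam1b (1.60) and gpia (0.66) rose (11 adjusted over the list alone, median 0.57, camera adjusted p = 2.46e-05, adjusted p = 0.414 with an estimated correlation), and pgk1, gpia and pgam1b lost their calls without late 2, p53 2 or p53 5 (adjusted p from 0.0501 to 0.141). Of 40 proteasome genes 12 rose and 0 fell, among them psmb7 (1.40), psmb5 (1.13) and psmc2 (1.11; 20 and 0 adjusted over the list alone, median 0.47, camera adjusted p = 1.75e-14, adjusted p = 0.414 with an estimated correlation). Of 46 oxidative phosphorylation genes 6 rose, with atp5f1c at 1.15, and atp5l fell (14 and 1 adjusted over the list alone, median 0.29, 4.28e-05, adjusted p = 0.875 with an estimated correlation). Of 83 ribosomal protein genes 15 fell and rpl26 rose (16 and 1 adjusted over the list alone, median −0.42, 2.54e-18, adjusted p = 0.560 with an estimated correlation), and rpl26 did not pass without p53 5 (log2 1.99, adjusted p = 0.0751). Of 39 immediate-early genes klf2a rose (1 adjusted over the list alone, median 0.31, 0.0253, adjusted p = 0.924 with an estimated correlation). Of 27 p53 targets bbc3, which promotes cell death, fell from 2.60 to 0.704 CPM (log2 −1.87, adjusted p = 0.0245; 1 adjusted over the list alone, median −0.19, camera adjusted p = 0.0715, and 0.0481 over all kept cells, 0.0296 without late 1, 0.0287 without p53 3 and up to 0.168 elsewhere), and lost its call without p53 1, 2, 4 or 5 (0.0523 to 0.0584). Of 29 genes of the unfolded protein response 6 rose, among them hsp90b1, creld2 (1.61), calr (1.55) and hyou1 (0.91), and 0 fell (11 and 3 adjusted over the list alone, camera adjusted p = 0.0668). Without p53 5 creld2 was at log2 1.05, and calr (1.17, adjusted p = 0.0748) and hyou1 (0.58, 0.150) did not pass. Of the glycolysis, proteasome, oxidative phosphorylation and unfolded protein response genes that rose, 1 (ldhba), 2, 2 and 2 lay on the chromosome of hsp90b1. Their folds hold the shift of that chromosome. The others, 4, 10, 4 and 4, lay on other chromosomes, some of which were shifted in single fish. Apart from gapdhs, ldhba, pgk1, hsp90b1 and klf2a, the members named here were chosen after their values were seen.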

Values the study reported

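The study's text reports an average of 5,497 cells per sample with 4,082 UMIs per cell and a doublet rate of ~3%. By its text, tumors had formed by 30 weeks in 20% of fish with wild-type p53, 45% of heterozygous fish and 85% of homozygous mutant fish. It gives trgc-positive cells as ≈75% of total T cells in tumors against 2–10% in control and preleukemic fish. Cells positive for lrrn1, patl1 and psip1a together are given as 0% in normal thymus, <3% in preleukemic fish and up to 46% in tumors. By qRT-PCR, 50% (4 of 8) of wild-type tumors expressed only one trgv transcript. For p53-mutant fish the study reports that most tumors had several trgv transcripts.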

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

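Tests chosen only after the result was seen were the source of the s100a11 UMIs and their ratio in T-like cells of the gate, s100a11 within a library series, and the tests of the genes lower in late fish for other cell types and series.

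A fish far from the others of its group was found in 32 of 320 groups of values, where chance gives about 1 in 20, or 16. Levels are log2 CPM in DN-gate cells. Late 4 had the lowest DN-gate share of late fish, 50.6%, with the next at 71.8%, and late 1 the highest DP-gate share, 1.69%, with the next at 0.0667%. In late 4 sox4a was far below the other late fish at 5.18, atp5l at 8.74 and the clone-named BX511034.7 at 5.19, and rps7 was far above at 14.29. In late 5 mycb was far above at 10.27, trdc far below at −2.78 and cxcr4a far below at −0.705, while cd79b was above at −2.78 by 1 UMI. In late 1 gpr78a at 4.48 and lgmn at 1.51 were far below, and krtt1c19e was above at −2.61 by 1 UMI. Late 2 was far below in ccr9b at 7.28 and gstp1 at 1.93, late 3 in btg2 at 6.00, and late 6 was far above in lrrn1 at 9.58. Preleukemic 5 recurred: it was far above the other preleukemic fish in lrrn1 at 6.58, sec22ba at 6.04, psip1a at 5.96, myrip at 3.03 and fgl1 at 4.55, and far below in lgmn at 3.35 and unga at 3.20. Preleukemic 4 was far below in trgc at 4.50. Among p53 fish, p53 5 was far above in trdc at 2.86 and far below in psip1a at 5.73, and p53 4 was far below in phb2a at 3.11, hist1h4l at 5.14 and atp5l at 6.94. In p53 1 klf2a was far below at 4.94, and in p53 3 bbc3 far above at 1.04.

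In preleukemic fish s100a11 stood far above the control fish in DN-gate cells and was almost gone in late fish. A difference between library series is argued against by the fall within the series of late 4 to 6 (log2 −13.272 ± 2.050 SE, adjusted p = 8.44e-04). Most of the UMIs, 86.81% (8580 of 9884), lay in epithelial-like cells inside the gate, more than 50% in 4 of 5 fish (29.40 to 98.94%), so the level of the DN gate may come mostly from few such cells. Free RNA of these cells cannot be told apart for the rest: T-like cells of the gate held on average 55.35 times the CPM of B-like cells in the same fish, but the ratio was 253.8 in preleukemic 2, on 1 B-like UMI, and 19.26 in preleukemic 5, and 1.817, 1.000 and 0.8424 in preleukemic 1, 3 and 4, as free RNA would give. Over all T-like cells the ratio was 4.412 to 298.5, above the bound of 2 set beforehand in each fish, but that bound took in T-like cells outside the gate. Whether T cells themselves raise s100a11 before tumors stays open, because the T-like UMIs inside the gate came mainly from preleukemic 2 and 5 (363 and 543).

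Genes lower in late than in preleukemic DN-gate cells numbered 3088 and included most markers of other cell types. Log2 fold changes after thinning had a slope of 0.9492 (0.9348 to 0.9660) on those of whole cells over the 1127 genes tested in both. Thinning itself hardly moves levels scaled by the library total, so this bears only on which cells pass the gate. Whether fewer UMIs per preleukemic cell play a part stays open. Other cell types in the gate stay open: of 2011 of these genes tested in T-like clusters 61.76% were called lower there too and 96.37% kept their sign, while T-like clusters held 44.53% of preleukemic and 95.71% of late DN-gate cells. A further 1312 preleukemic DN-gate cells lay in clusters without a name, which may hold T cells. A difference between library series stays open in part, since of 2855 genes 56.85% were called lower against late 4 to 6 alone, with fewer fish. Neither a change of the T cells themselves between the stages nor the older age of late fish was separated from these.

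In p53 fish 838 genes were changed against late fish. A difference between library series cannot be told apart from the genotype, because the p53 fish form a series of their own. With late 4 to 6 and with late 1 to 3, 99.76% of 825 called genes kept their direction, above the bound set beforehand against the series, but the genes were called on these same fish, which nearly fixed that outcome.

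In the comparisons other than early to late, no other split of the fish that was run reached the real number of genes changed. This argues against chance, least so from late to p53, where the margin was smallest. From preleukemic to late and from late to p53, 100 of 462 splits were run, the real one and others drawn at random. From preleukemic to early the real 1382 genes were reached by 1 of 56 splits, the real one, with 592 as the highest other, from preleukemic to late 5776 by 1 of 100 with 323, and from late to p53 838 by 1 of 100 with 752, in a split that put late 5 with p53 fish. From early to late 84 genes were reached by 4 of 84 splits, just under 1 in 20, and the highest other, 460 genes with early 1, early 3 and late 4 against the rest, points to a structure of the samples other than stage, so the count cannot be assigned to stage. For the number of gene lists chance cannot be excluded: 13 lists were reached by 22 of 56 splits (highest other 21) from preleukemic to early, 20 by 18 of 100 (27) from preleukemic to late, 13 by 35 of 84 (25) from early to late and 5 by 92 of 100 (19) from late to p53.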

How the results depend on the processing

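All alternatives were planned but 1, the removal of preleukemic 2 and late 6, in which fewer than 50% of barcodes had over 500 genes, which was chosen after the data were seen. Unless a cause is named, the cause was not tested. Shares are given as differences in points, genes as log2 fold changes, and each value as second minus first group.

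Of the 6 shares that passed, 5 compare preleukemic with late fish, with p not adjusted within the library series. Those 5 kept their direction and their call with each fish left out and under every alternative but 1. With preleukemic 2 and late 6 removed, which leaves fewer splits, they were 37.9 for DN, −3.64 for DP, −8.81 for B, 51.5 for the dominant trgv share and 2.54 for triple-positive cells, each at an adjusted p of 0.0635. The sixth, triple-positive cells from early to late, was 2.38 in that setting and 3.25 within the library series with late 1 to 3, and passed in neither, nor without any 1 fish (from 1.56 to 3.16). Shares that passed only elsewhere were triple-positive cells from preleukemic to early without thinning (6.81), B-gate cells from early to late without thinning (−6.32) and as B-like clusters (−8.56), trgc-positive cells from preleukemic to late against late 4 to 6 (5.32, by an unadjusted p only) and without late 2 (range without single fish 5.13 to 8.32), and DN-gate cells from early to late without late 4 (range 12.6 to 19.3).

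Directions that changed belonged to shares that did not pass. From late to p53 the B-gate share was 0.188 without thinning, 0.592 as B-like clusters, 0.173 with late 1 to 3 and 0.0613 without the libraries removed above. With late 4 to 6 the DP-gate share was 0.0276 and the dominant trgv share 4.23, and with 1 vote per cell the latter was 1.76. Without single fish the ranges of this comparison were −0.312 to 0.0246 for DP, −0.482 to 0.146 for B, −0.0160 to 5.17 for trgc-positive cells and −7.78 to 9.35 for the trgv share. From early to late they were −0.0834 to 0.260 for DP, −1.19 to 3.86 for trgc-positive cells and −1.86 to 21.7 for the trgv share, and from preleukemic to early −4.96 to 2.18 for B.

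The number of genes changed depended on the cells, the depth and the test, most of all from early to late. From preleukemic to early it was 335 over all kept cells, 361 from thinned cells, 803 with the replicate block, 216 with cell depth as a covariate, 2131 with only these groups in the fit and 2173 with DESeq2. From preleukemic to late it was 1816 from thinned cells, 563 with the covariate, 3657 with only these groups and 3647 against late 4 to 6. From early to late it was 49 with no filter on low counts, 169 over all kept cells, 11 in T-like clusters, 29 from thinned cells, 234 without the mCherry filter, 15 with the block, 1 with only these groups, 379 with DESeq2 and 217 against late 1 to 3. From late to p53 it was 468 from thinned cells, 513 with the block, 478 with only these groups, 1420 with DESeq2 and 445 with late 4 to 6. Thinned counts hold fewer UMIs, series and single groups fewer fish, and the covariate differs between the stages it is fitted with. Without single fish the ranges were 345 to 1330, 7 to 279 and 522 to 1068 in the first, the early to late and the p53 comparison.

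The number of gene lists fell to 1, 1, 0 and 0 with an estimated correlation, which lowers the weight of genes that move together, and to 7, 2 and 3 by fry from preleukemic to early, early to late and late to p53. For p53 it was 8 over all kept cells, 10 with the block and 9 without the libraries removed above. Ranges without single fish were 11 to 20, 6 to 17 and 4 to 9 in the same order. The other 46 of 80 counts under alternatives, and 59 of 78 without a fish, stayed within 1.5 times.

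Of 191 genes named in the text or by its rule that passed, values under alternatives kept direction and call in 1979 of 2440 cases and with a fish left out in 1571 of 1873. The 6 reversals were of runx3 from preleukemic to early in T-like clusters (−0.39) and over all kept cells (−0.15), herpud1 in T-like clusters (−0.17) and lgmn over all kept cells (0.56) in the same comparison, and from preleukemic to late sla2 (−0.15) and h1fx (−0.021) in T-like clusters. With cell depth as a covariate 89 of the 191 genes kept their call.

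Genes that had not passed changed sign around 0. From early to late gata3 was 0.11 without the libraries removed above, 0.17 against late 1 to 3, 0.026 with no filter, 0.29 over all kept cells, 0.12 without the mCherry filter and 0.099 with the block. In the same order of settings ncaldb was 0.11 without those libraries, 0.023 with no filter, 0.17 over all kept cells and 0.11 without the mCherry filter. The delta chain trdc was 0.22 without those libraries, 0.45 against late 1 to 3, 0.032 with no filter, 0.24 over all kept cells, 0.092 in T-like clusters, 0.13 with the block, 0.002 with no doublets removed and 0.74 with the covariate, which also gave 2.18 and 2.91 against preleukemic fish for early and late. For trgc it was −0.24 in T-like clusters, −0.26 from thinned cells, −0.024 with size factors and with only these groups, and −0.025 with DESeq2. The values of mcl1a were −0.26 against late 1 to 3, −0.12 from thinned cells and −0.16 with the block, those of midn 0.019 against late 1 to 3 and 0.050 over all kept cells, that of btg1 −0.43 against late 1 to 3 and that of sox4a −0.043 from thinned cells. From preleukemic to early patl1 was −0.025 from thinned cells, and one of the features named rrm2 was −0.56 over all kept cells, −0.83 in T-like clusters and −0.58 from thinned cells. From late to p53, with late 4 to 6, btg1 was −0.28, mycb −0.034, psip1a 0.17 and mcl1a −0.10, and with late 1 to 3 stk17al was −0.17 and trgc −0.083. In that comparison psip1a was 0.035 with no filter and 0.20 with the block, which gave −0.60 for gzmk.

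Ranges without single fish that cross 0 were, from preleukemic to early, −0.20 to 0.46 for aldoaa and −0.054 to 0.73 for rrm2. From early to late they were −0.076 to 0.50 for btg1, −0.18 to 0.13 for gata3, −0.31 to 0.30 for trdc, −0.22 to 0.42 for mcl1a, −0.18 to 0.10 for ncaldb, −0.12 to 0.59 for sox4a and −0.44 to 0.70 for trgc. From late to p53 they were −0.21 to 0.41 for psip1a, −0.083 to 0.57 for btg2 and −0.51 to 0.68 for trgc.

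Replicate numbers recur between groups but do not pair the fish: over 24 pairs with the same number the mean correlation of residual expression was −0.0298, against 0.00652 for other pairs, and 1 of 19 fish was closest to one with its own number. The replicate block values are given for that reason only here. Depth limits rare cells: 1000 UMIs per cell find fewer triple-positive and trgc-positive cells than whole cells do, and in simulated counts changes of 1 log2 unit were found in 10.4% of cases from preleukemic to early and 29.0% from late to p53.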

Other observations

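The most frequent trgv gene was trgv2 in late 1 (52.8% of trgv UMIs), trgv7 in late 2 (74.2%), trgv1 in late 3 (85.7%) and trgv5 in late 4 (74.5%). It was trgv4 in both late 5 (80.2%) and late 6 (29.8%). In p53 fish it was trgv1 in p53 1 (51.0%) and 3 (89.6%) and trgv5 in p53 2 (72.2%), 4 (26.3%) and 5 (89.3%). The share of late 2 rests on 97 trgv UMIs in 76 cells, against 4633 UMIs in late 3. The delta chain gene trdc had 0, 1, 3 and 6 UMIs in p53 1 to 4, beside 1097, 8804, 4976 and 3804 trgv UMIs, and 1 UMI in late 5 beside 5734, while each preleukemic fish but preleukemic 5 had more trdc than trgv UMIs. In 8SP cells, with cd8a alone, the share of kept cells was 17.04% ± 4.01 in preleukemic, 2.34% ± 1.65 in early and 1.88% ± 3.06 in late fish, which was not tested.

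Chromosomes were shifted as a whole in tumors, both up and down, while all shifts of preleukemic fish lay between −0.085 and 0.065 log2. The chromosome that holds mycb and sec22ba was higher by 0.430 in early 3, by 0.518, 0.473 and 0.446 in late 2, 4 and 5, and by 0.499, 0.615, 0.248, 0.421 and 0.681 in p53 1 to 5, and within 0.07 of 0 in the other 5 early and late fish. The chromosome that holds gzmk and pgk1 was higher by 0.519 in late 4 and 0.622 in late 6, and by up to 0.660 in p53 fish. Lower chromosomes included that of runx3, by log2 −0.896 in p53 1 and −0.905 in p53 5, that of gapdhs, by −0.748 in p53 3, −0.668 in p53 4 and −0.423 in late 5, and that of lrrn1, by −0.997 in p53 2. Positions are from the GRCz12tu assembly, and shifts are medians over 3832 expressed genes in all, relative to the preleukemic mean. These values were chosen after they were seen, their cause was not tested, and folds of genes on these chromosomes hold the shift.

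DN-gate cells in control and preleukemic fish were more numerous here than in the study. The filters on genes and mCherry were the same, while the tools that removed doublets differed. The study also selected T- and B-cell clusters in its control fish before it set its gates, which was not done here. The cause was not tested.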
